A study of Arabidopsis thaliana with 67 samples.

How the data were processed

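RNA was measured in 67 libraries of Arabidopsis thaliana, ecotype Col-0, from the wild type, an ago5 mutant, an ago9 mutant and a line labelled ago59, read here as the ago5 ago9 double mutant. Seedling libraries were made from plants of 7 d grown in 16 h of light and 8 h of dark. Per the labels, 100 nuclei were sorted for each seedling replicate and turned into libraries with the Smart-seq3 protocol, a full-length method that can carry molecular identifiers. Nuclei sorted for the mCherry reporter are the stem-cell group and nuclei sorted by the DNA stain DAPI alone are the non-stem group. Pollen libraries came from plants of 35 d, with sperm and vegetative groups. Per the labels, their RNA was taken up in Trizol and 2 ng of total RNA entered a Smart-seq2 protocol. The library protocols therefore differ between seedlings and pollen, and no test compared the tissues directly.

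The authors deposited one table of expected counts, which are estimated counts per feature that need not be whole, for all 67 libraries. Neither the labels nor the table state the aligner, the counter, the genome build, the annotation, the strand handling or whether molecular identifiers were used. The unit was read from the values: none was negative, 7.58% were not whole, and the column totals differed. The table has 60886 features, of which 29696 are gene rows, 31189 are transposable element (TE) rows and 1 is the mCherry reporter. Of the gene rows, 28929 matched the RefSeq annotation of assembly TAIR10.1, which was used for gene symbols and for which genes neighbour or overlap each other. No coordinates are given, because no build is named for the table.

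Groups were taken from the sample titles and table columns were matched to samples by name for 60 columns. The other 7 columns, all of wild-type pollen, carry the number 21 where the genotype stands in the others. They were assigned by elimination, because their cell types and replicate numbers are those of the 7 samples left over. Every value of wild-type pollen rests on that assignment. No column of another series was found (0 columns left out). No pair of replicates agreed within sampling noise: over features with at least 20 counts in a pair, chi-square per degree of freedom was at least 7.07 in the 95 seedling pairs and at least 4.13 in the 33 pollen pairs, so no library was found deposited more than once, and each counts as 1 replicate as labelled. This check sets pairs against counting noise alone and cannot show whether libraries came from separate plants.

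Expected counts were rounded to whole numbers. The 2 wild-type cell-type comparisons were fitted on the groups compared, the 12 mutant comparisons on all 4 genotypes of a cell type with one shared estimate of the spread, and the test of a different ago59 effect between cell types on its 4 groups. Each used edgeR 4.0.16 in R 4.3.3 with TMM scaling, filterByExpr (minimum count 10, minimum total count 15), estimateDisp, glmQLFit and glmQLFTest, without a replicate block. Features with a Benjamini-Hochberg adjusted p under 0.05 are called changed. Unless stated otherwise, an adjusted p in the text comes from this edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM is the count of a feature scaled so that all features of a library sum to 1000000. Standard deviations (SD) are between libraries.

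The share of counts on TE rows was compared with an exact two-sided permutation test in scipy 1.17.1, adjusted over the 12 comparisons. The plan was to run this test only if the reference annotation gave the TE class. That annotation has none of the TE identifiers, so the class was read from the identifiers in the table, which departs from the plan.

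The groups, designs, naming rule and most alternatives were fixed before the data were examined. The naming rule took AGO5 and AGO9 in every group, the other AGO genes, a fixed list of cell-type genes, and the features with the smallest adjusted p among called features whose CPM did not overlap between groups. That last part took up to 3 features per direction in the wild-type and stem-cell comparisons and up to 1 in the other mutant comparisons. HTR10 was left out because the annotation gives its identifier another symbol, and AT5G21030 is given by its identifier for the same reason. The alternatives were RLE size factors, no low-count filter, a DESeq2 1.42.0 Wald test, robust quasi-likelihood, removal of organelle and ribosomal RNA genes, the replicate number from the titles as a block, other choices of the groups fitted, and leaving out each library in turn. Averaging the stem-cell contrast over the 4 genotypes and leaving out the 5 most abundant TE rows were added after seeing the data.

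The edgeR step was tested on simulated counts with 200 changed features. It recovered 43.0% of changes of 2 on the log2 scale in stem-cell nuclei (18633 features) and 24.5% in non-stem nuclei (18334 features). In the wild-type seedling comparison (17155 features) it recovered 42.0% of changes of that size. It recovered 44.5% of changes of 1 on the log2 scale in sperm (9623 features) and 59.0% in vegetative nuclei (8973 features). Of the calls, from 2.33% to 8.25% fell on unchanged features.

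Totals ran from 1411187 to 6238028 counts in the 40 seedling libraries and from 7161979 to 10193105 in the 27 pollen libraries. The smallest level a library can show, set at 3 counts, was 0.481 to 2.13 CPM in seedlings and 0.294 to 0.419 CPM in pollen. Such floors cover counting error only, since amplified reads are not independent molecules.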

Results

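The series measured RNA in 4 cell populations of the wild type and of ago5, ago9 and ago59 plants. Organelle and ribosomal RNA genes took 18.6% to 36.0% of the counts in seedling libraries and 0.114% to 4.40% in pollen libraries. The seedling libraries may therefore hold RNA from outside the nuclei. AGO5 and AGO9 encode ARGONAUTE proteins, which bind small RNAs, and the series title places their function in the shoot apical meristem, the stem-cell tissue at the shoot tip. The stem-cell group had 5 wild-type, 8 ago5, 7 ago9 and 7 ago59 libraries. The non-stem group had 3, 3, 4 and 3, the sperm group 3 of each genotype, and the vegetative group 4, 3, 4 and 4. Stem-cell libraries held 1.41 to 5.75 M counts, non-stem libraries 2.14 to 6.24 M, sperm libraries 7.16 to 9.49 M and vegetative libraries 7.69 to 10.19 M. Biological coefficients of variation were 0.601 to 0.706 in the seedling fits and 0.152 to 0.190 in the pollen fits, so smaller changes could be called in pollen. Features are genes and transposable element (TE) rows together.

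The targeted genes were examined first. In sperm, AGO5 stood at 41.4 ± 7.51 CPM (SD, n = 3) in the wild type and 37.6 ± 4.95 (SD, n = 3) in ago9. It stood at 2.30 ± 1.09 (SD, n = 3) in ago5 and 3.03 ± 0.814 (SD, n = 3) in ago59. These falls were -4.21 ± 0.23 (SE) and -3.79 ± 0.22 on the log2 scale, with edgeR Benjamini-Hochberg adjusted p of 1.18e-09 and 1.66e-09. AGO9 in sperm stood at 743.1 ± 35.0 CPM (SD, n = 3) in the wild type and 829.8 ± 87.9 (SD, n = 3) in ago5. It stood at 36.9 ± 9.99 (SD, n = 3) in ago9 and 46.7 ± 13.5 (SD, n = 3) in ago59. The log2 changes were -4.17 in ago9 and -4.07 in ago59 (edgeR adjusted p 4.98e-12 and 6.68e-12).

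In stem-cell nuclei AGO9 stood at 86.6 ± 40.2 CPM (SD, n = 5) in the wild type, 100.2 ± 53.2 (SD, n = 8) in ago5, 11.9 ± 14.7 (SD, n = 7) in ago9 and 13.0 ± 9.60 (SD, n = 7) in ago59. The log2 changes were -3.03 in ago9 and -2.91 in ago59, with edgeR adjusted p of 0.0142 and 0.00602. The ago9 call was lost with robust quasi-likelihood (adjusted p 0.0908). AGO5 in stem-cell nuclei was not lower beyond the spread: it stood at 15.1 ± 11.7 CPM (SD, n = 5) in the wild type, 12.1 ± 10.8 (SD, n = 8) in ago5 and 7.87 ± 6.61 (SD, n = 7) in ago59. Its log2 changes were -0.42 ± 0.70 (SE) in ago5 and -1.05 ± 0.72 (SE) in ago59, with edgeR adjusted p of 0.919 and 0.646. The stem-cell libraries labelled ago5 are therefore not marked by a loss of AGO5 counts, and directions given for them rest on their labels. Non-stem nuclei had too few AGO5 and AGO9 counts for a test, with group means of at most 4.21 CPM. In vegetative nuclei AGO9 fell from 8.09 ± 4.03 CPM (SD, n = 4) to 0.633 ± 0.440 (SD, n = 4) in ago9 and 1.07 ± 0.514 (SD, n = 4) in ago59 (log2 -3.69 and -3.15, edgeR adjusted p 0.00107 and 0.00335). AGO5 there was near the smallest level a library can show, at 0.745 ± 0.513 CPM (SD, n = 4) in the wild type. It stood at 0.0853 ± 0.148 (SD, n = 3) in ago5 and 0.255 ± 0.185 (SD, n = 4) in ago59. Neither change was called (log2 -3.19 and -1.75, edgeR adjusted p 0.308 and 0.197).

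**Figure D1:**
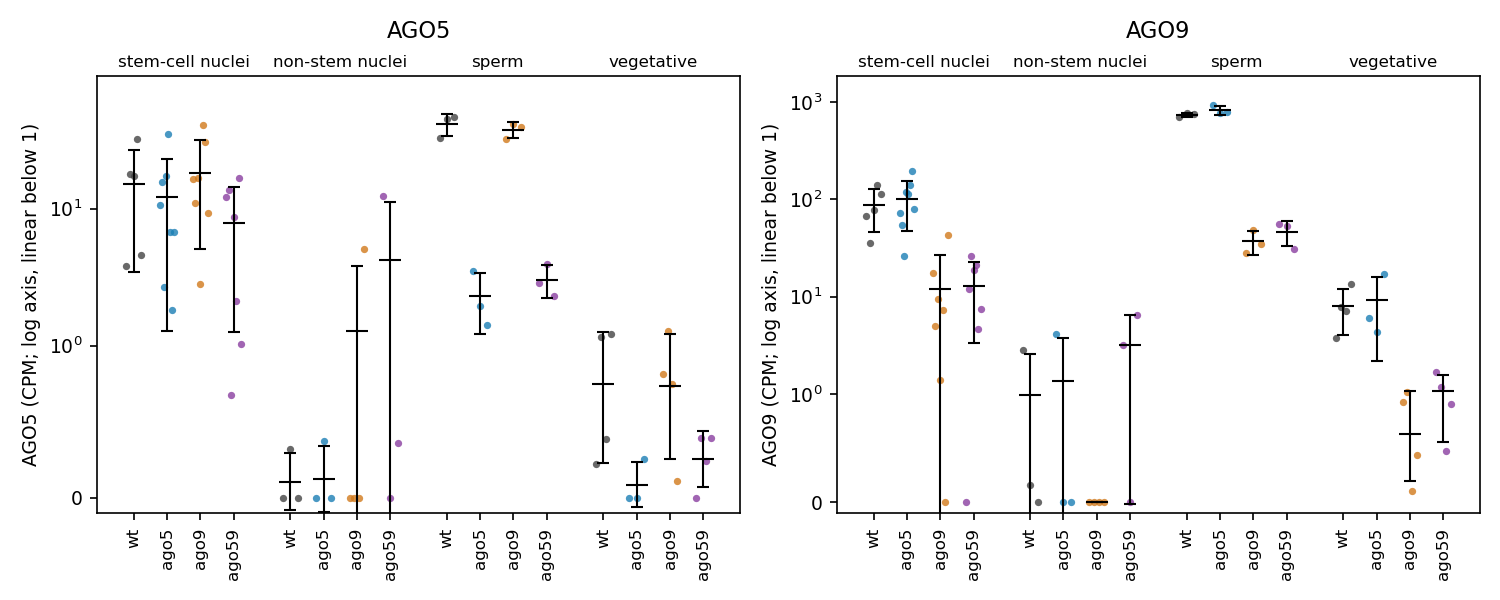
CPM of AGO5 and AGO9 in each library (points, coloured by genotype) by cell type, with the mean (bar) and SD (whiskers, truncated where they run below the axis); the vertical axis is logarithmic and linear below 1. In sperm the wild-type AGO9 mean is 743.1 CPM and the ago9 mean 36.9 CPM, while in stem-cell nuclei AGO5 ranges over 3.78 to 32.3 CPM in the wild type and 1.81 to 35.1 CPM in ago5.

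The wild-type stem-cell and non-stem nuclei were compared to describe the sorted populations. Of 17155 features tested, 31 were called, 29 higher and 2 lower in stem-cell nuclei. Averaging the contrast over the 4 genotypes, an alternative chosen after seeing the data, moved this count most, to 1439 features, of which 843 were higher and 596 lower. Without the low-count filter the split was 124 higher and 31 lower, with the DESeq2 Wald test 183 and 35, with robust quasi-likelihood 31 and 7, and without organelle and ribosomal RNA genes 35 and 7. Among features chosen by the naming rule, AT1G65370 stood at 381.7 ± 103 CPM (SD, n = 5) in stem-cell nuclei and 85.4 ± 1.72 (SD, n = 3) in non-stem nuclei (log2 2.18 ± 0.23 SE, edgeR adjusted p 0.000609). AT3G11000, which overlaps AT3G11010 in the annotation and is uncertain for that reason, differed by 3.20 on the log2 scale, and AGO9 differed by 6.97, both with an edgeR adjusted p of 0.000609. AT1G64140 had no counts in the 5 wild-type stem-cell libraries and 40.6 ± 12.6 CPM (SD, n = 3) in non-stem nuclei, at least 35.7-fold higher. Its call was lost in the fit of all seedling groups (edgeR adjusted p 0.164). LTI78 differed by -1.46 (edgeR adjusted p 0.0166), a call lost in the same fit (0.387).

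Of 14 cell-type and AGO genes on the fixed list, 10 could be tested in seedlings, 3 were called over all features and 7 when adjusted over the list alone. CLV3, whose product marks the stem cells of the meristem, stood at 19.4 ± 13.6 CPM (SD, n = 5) in stem-cell nuclei and had no counts in wild-type non-stem nuclei, at least 20.8-fold higher (edgeR adjusted p 0.0255). STM was higher by 3.00 on the log2 scale (edgeR adjusted p 0.0153) and KNAT1 by 2.30 (adjusted p 0.275). The STM call was lost in the fit of all seedling groups (edgeR adjusted p 0.0920), and KNAT1 was called without the low-count filter (edgeR adjusted p 7.56e-05) and with the DESeq2 Wald test (adjusted p 0.0159). AGO5 was at least 16.2-fold higher in stem-cell nuclei, with an edgeR adjusted p of 0.0504 over all features and 0.000242 over the list. It was called over all features with RLE size factors (edgeR adjusted p 0.0477), without the low-count filter (0.000390), with DESeq2 (0.000283) and with robust quasi-likelihood (0.0306). It was also called without organelle and ribosomal RNA genes (0.0339) and as an average over the 4 genotypes (4.02e-05). It was not called in the fit of all seedling groups or with the replicate number as a block. WUS had 16 counts in all wild-type stem-cell libraries together and was not tested.

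Wild-type sperm and vegetative nuclei differed in 9224 of 10125 features tested, 4558 higher and 4666 lower in sperm. RLE size factors moved the median log2 change of all features from -0.16 to 0.30, a shift of 0.467, and gave 4855 higher and 4162 lower, so changes near that size have no settled direction. The named features all changed by more than that shift. AT5G49152 was higher in sperm by 6.83 on the log2 scale, AT5G15040 by 6.87 and DAW1 by 6.33, each with an edgeR adjusted p of 8.85e-16. AT5G49152 overlaps GEX2, which had 3 counts in sperm, so the counts of this pair are uncertain. The TE row AT3TE58730 changed by -6.33, AT4G29450 by -5.34 and the TE row AT1TE22850 by -7.15 (edgeR adjusted p 1.25e-15, 2.30e-15 and 3.08e-15). Of 20 listed genes 12 were tested, and all 12 were called both over all features and over the list. DUO1 was higher in sperm by 6.29, HAP2 by 6.14, GEX1 by 5.90, AGO5 by 5.74 and AGO9 by 6.55 on the log2 scale. VGD1 changed by -2.23, ANX1 by -2.76, ANX2 by -3.15, ACA9 by -2.99, MYB97 by -1.78 and MYB101 by -1.74. The edgeR adjusted p of these genes was at most 4.82e-06. VGD1 still stood at 6865 ± 304 CPM in wild-type sperm (SD, n = 3), against 31402 ± 2584 in vegetative nuclei (SD, n = 4). Vegetative RNA in the wild-type sperm libraries is not excluded. DUO1, ANX1, ACA9 and MYB97 overlap other annotated genes. AGO10 stood at 1.59 CPM in sperm and had no counts in wild-type vegetative nuclei, at least 4.54-fold higher.

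Each mutant was then compared with the wild type in stem-cell nuclei, which addresses the role of the proteins in the meristem. Of 18633 features tested, 248 were called in ago5 (84 higher, 164 lower), 125 in ago9 (44 higher, 81 lower) and 547 in ago59 (182 higher, 365 lower). RBCS1A, which encodes a small subunit of the carbon-fixing enzyme Rubisco, had the smallest adjusted p among the features lower in each mutant. It stood at 22588 ± 1207 CPM (SD, n = 5) in the wild type, 10385 ± 958 (SD, n = 8) in ago5, 11235 ± 839 (SD, n = 7) in ago9 and 8844 ± 480.2 (SD, n = 7) in ago59. Its log2 changes were -1.25, -1.15 and -1.50, with edgeR adjusted p of 1.18e-15, 5.78e-14 and 1.16e-17. RBCS1B changed by -1.23, -0.99 and -1.96, and RBCS3B by -1.64 in ago59 (edgeR adjusted p at most 4.04e-08). These genes belong to a family of near-identical copies that can share reads, so the value of a single member is uncertain. CT-BMY, which overlaps other annotated genes, changed by -1.71 in ago5 and BT1 by -3.05 in ago9 (edgeR adjusted p 4.11e-09 and 1.45e-07).

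Of the features higher in stem-cell nuclei by the naming rule, AT5G40450 was named in all 3 mutants. The TE row AT1TE93275 had at most 1 count in any wild-type stem-cell library and was at least 12.4-fold higher in ago5 and at least 14.7-fold higher in ago9 (edgeR adjusted p 2.04e-06 and 1.79e-06). RD22 was higher by 1.70 in ago5 and 1.72 in ago9. AT5G40450, which overlaps AT5G40440, was higher by 1.25, 1.43 and 1.59 in ago5, ago9 and ago59. LHB1B1 and EXPA1 were higher by 1.68 and 1.61 in ago59. The edgeR adjusted p of these changes was at most 5.89e-06.

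**Figure D2:**
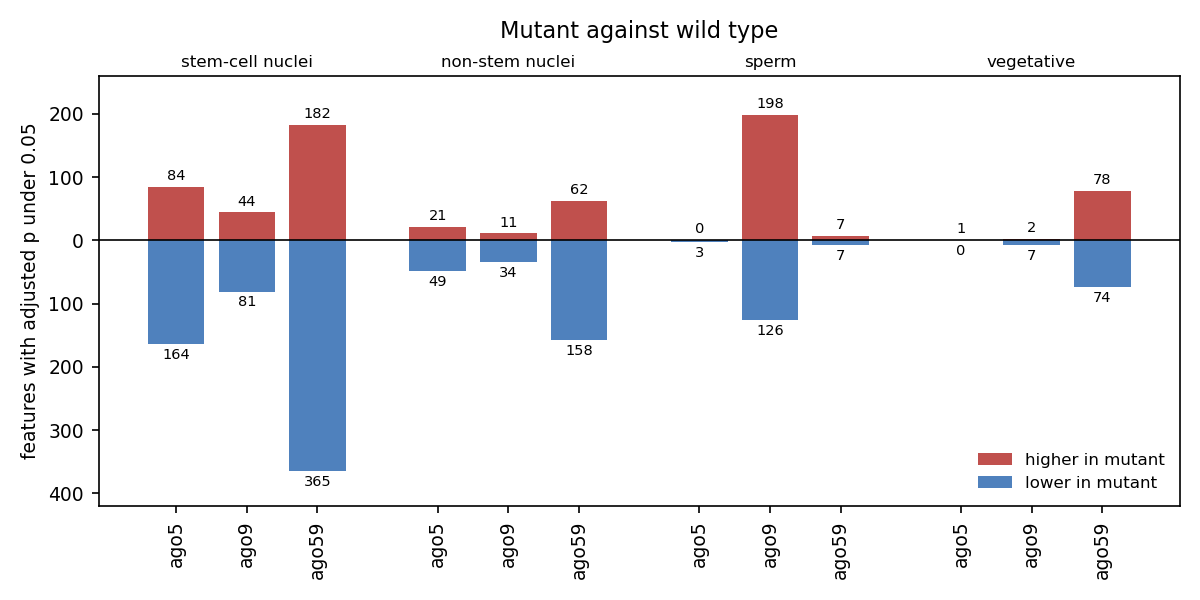
Number of features with an adjusted p under 0.05 in each mutant against the wild type, with features higher in the mutant drawn upward from 0 and features lower drawn downward, by cell type. The tallest bars are the 365 features lower in ago59 stem-cell nuclei and the 198 higher in ago9 sperm.

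In non-stem nuclei 70 of 18334 features were called in ago5 (21 higher, 49 lower), 45 in ago9 (11 higher, 34 lower) and 220 in ago59 (62 higher, 158 lower). RBCS1A fell from 27457 ± 1235 CPM (SD, n = 3) to 13272 ± 218 (SD, n = 3) in ago5 and 12280 ± 820.3 (SD, n = 4) in ago9, with log2 changes of -1.18 and -1.31 (edgeR adjusted p 5.49e-08 and 1.17e-09). RBCS3B changed by -1.79 in ago59 (edgeR adjusted p 2.21e-11). LHB1B1 was higher by 1.26 in ago5 and 1.41 in ago59 (edgeR adjusted p 7.68e-05 and 6.02e-06). AT1TE93275 had no counts in wild-type non-stem nuclei and was at least 22.4-fold higher in ago9 (edgeR adjusted p 0.00287).

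The calls overlapped between mutants and between populations. In stem-cell nuclei ago5 and ago9 shared 91 features, against 1.66 expected by chance, ago5 and ago59 shared 180 and ago9 and ago59 shared 105. All of these changed in the same direction in both mutants of a pair. The 3 mutants shared 84 features, 55 lower and 29 higher. In non-stem nuclei the 3 mutants shared 22 features, 15 lower and 7 higher. Between stem-cell and non-stem nuclei the calls shared 47 features in ago5, 30 in ago9 and 169 in ago59, each in the same direction. Comparisons within a cell type use the same wild-type libraries, so these overlaps are not those of independent tests. The ago59 effect differed between stem-cell and non-stem nuclei in 0 of 19225 features, while 869 had an unadjusted p under 0.05.

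**Figure D3:**
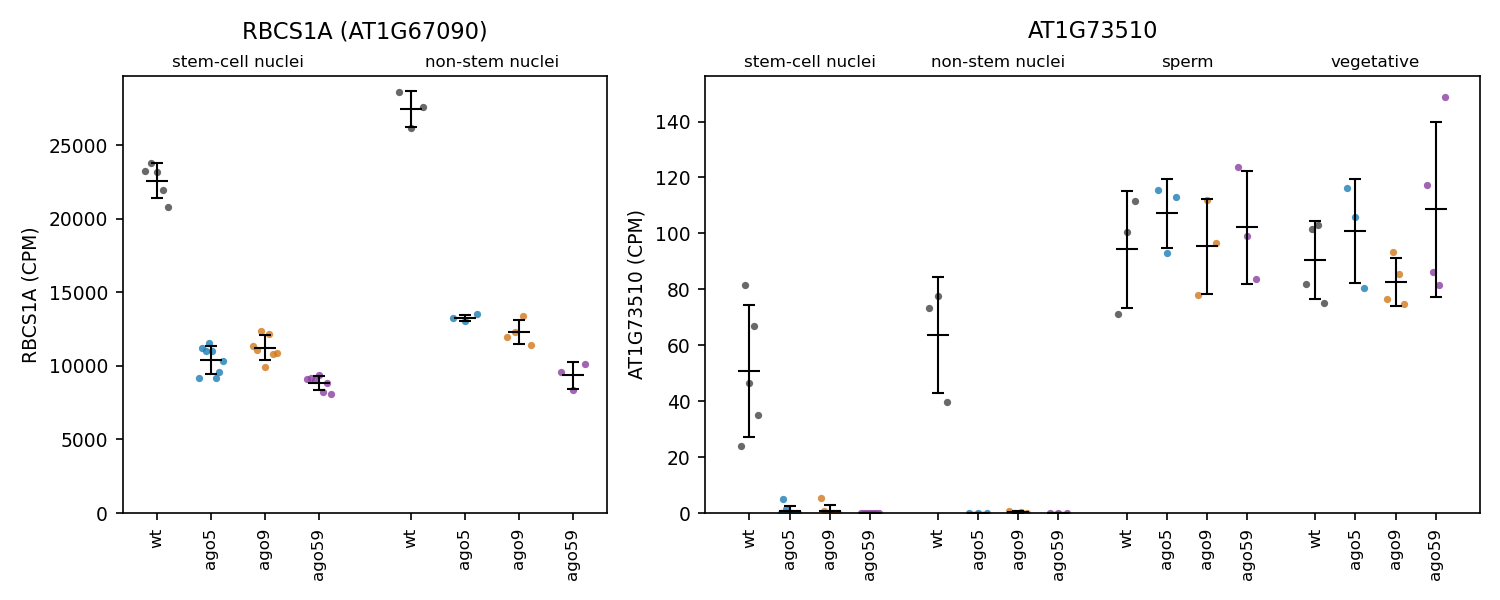
CPM of RBCS1A in each seedling library and of AT1G73510 in each library of all 4 cell types (points, coloured by genotype), with the mean (bar) and SD (whiskers); both vertical axes are linear. RBCS1A lies between 20771 and 23759 CPM in wild-type stem-cell nuclei and between 8124 and 12356 CPM in the mutants, and AT1G73510 is at most 5.28 CPM in mutant seedlings and at least 71.0 CPM in pollen of every genotype.

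In sperm nuclei 3 of 9623 features were called in ago5, 324 in ago9 (198 higher, 126 lower) and 14 in ago59 (7 higher, 7 lower). The features called in ago5 were AGO5 and, named after their values were seen, the TE rows AT1TE41800 and AT5TE29800. These TE rows changed by -1.15 and -1.16 on the log2 scale (edgeR adjusted p 0.00418 and 0.0446). No feature was called higher in ago5 sperm, while 432 features had an unadjusted p under 0.05. Without the low-count filter 31 were called higher and 33 lower. The DESeq2 Wald test called 1 higher and 5 lower, and the fit of only the groups compared 1 and 4. The feature higher in ago9 sperm named by the rule was ATCHX5, at 161.6 ± 42.6 CPM (SD, n = 3) against 100.5 ± 18.5 (SD, n = 3) in the wild type (log2 0.87, edgeR adjusted p 0.00310). The ago9 count fell to between 14 and 180 when single libraries were left out. In ago59 the TE row AT3TE47595 stood at 27.2 ± 4.20 CPM (SD, n = 3) against 4.44 ± 2.24 (SD, n = 3) in the wild type (log2 2.66, edgeR adjusted p 7.19e-05).

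In vegetative nuclei 1 of 8973 features was called in ago5, 9 in ago9 (2 higher, 7 lower) and 152 in ago59 (78 higher, 74 lower). Same-numbered ago5 and wild-type vegetative libraries deviated together (mean correlation 0.204 over features), and with the replicate number as a block the ago5 comparison again called 1 feature. For ago59 the DESeq2 Wald test called 161 higher and 331 lower, and RLE size factors 26 and 30. RIF10 was the feature called in ago5, and it was higher in all 3 mutants. It stood at 3.17 ± 0.0573 CPM (SD, n = 4) in the wild type, 12.3 ± 1.48 (SD, n = 3) in ago5, 11.7 ± 1.96 (SD, n = 4) in ago9 and 15.9 ± 2.97 (SD, n = 4) in ago59. Its log2 changes were 1.77, 1.80 and 2.00, with edgeR adjusted p of 3.59e-06, 1.01e-06 and 1.18e-07. DESeq2 gave no adjusted p for RIF10 in ago5 or ago59 after its independent filtering.

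The ago59 effect differed between sperm and vegetative nuclei in 9 of 11360 features, all with a higher log2 change in sperm than in vegetative nuclei. Same-numbered ago59 sperm and vegetative libraries had a mean correlation of 0.102, and with the replicate number as a block 4 of the 9 were called. RLE size factors called 0 of these features.

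No other AGO gene was called in any mutant comparison, over 45 combinations of gene and comparison that could be tested.

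The share of counts on TE rows was compared because ARGONAUTE proteins act in the silencing of transposable elements. The TE class came from the identifiers in the table and not from the reference annotation. TE rows took 1.31% ± 0.134 (SD, n = 5) of the counts in wild-type stem-cell nuclei, 1.14% ± 0.113 (SD, n = 3) in non-stem nuclei, 14.9% ± 1.88 (SD, n = 3) in sperm and 1.46% ± 0.0848 (SD, n = 4) in vegetative nuclei. Of the TE counts in sperm, 95.9% fell on 5 rows, with 41.5% on AT4TE30225. None of the 12 mutant comparisons passed an exact two-sided permutation test, with p adjusted over the 12 of 0.857 to 0.914. The largest differences relative to the wild type were in vegetative nuclei. There ago5 had 1.71% ± 0.280 (SD, n = 3), 0.252 percentage points more, in an exact permutation test with p 0.114 and adjusted p 0.857. The ago59 share was 1.71% ± 0.232 (SD, n = 4), 0.250 points more and above the wild-type mean in 4 of 4 libraries, with exact permutation p 0.143 and adjusted p 0.857. The smallest p such a test allows is 0.1 with 3 libraries against 3, 0.0571 with 3 against 4 and 0.0286 with 4 against 4. The non-stem, sperm and ago5 vegetative comparisons could therefore not reach 0.05 even before adjustment, and the ago9 and ago59 vegetative comparisons could not reach it after adjustment over the 12. A difference was not detectable by this test outside stem-cell nuclei. Leaving out the 5 most abundant TE rows, chosen after seeing the data, reversed the sign of the ago9 difference in sperm from 0.242 to -0.0856 points. In the edgeR tests of single TE rows, 12 were called higher and 1 lower in ago59 vegetative nuclei. In ago59 sperm 5 were called higher and 2 lower. Higher calls also outnumbered lower calls in ago9 stem-cell nuclei (5 and 0) and ago9 sperm (6 and 4). The same order held in ago9 non-stem (2 and 1) and ago5 non-stem nuclei (1 and 0). In ago5 stem-cell nuclei 2 were called in each direction, and in ago5 vegetative nuclei 0. Lower calls were more frequent in ago9 vegetative nuclei (4 lower, 1 higher) and ago5 sperm (2 and 0). The same held in ago59 stem-cell (9 and 5) and non-stem nuclei (4 and 2).

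**Figure D4:**
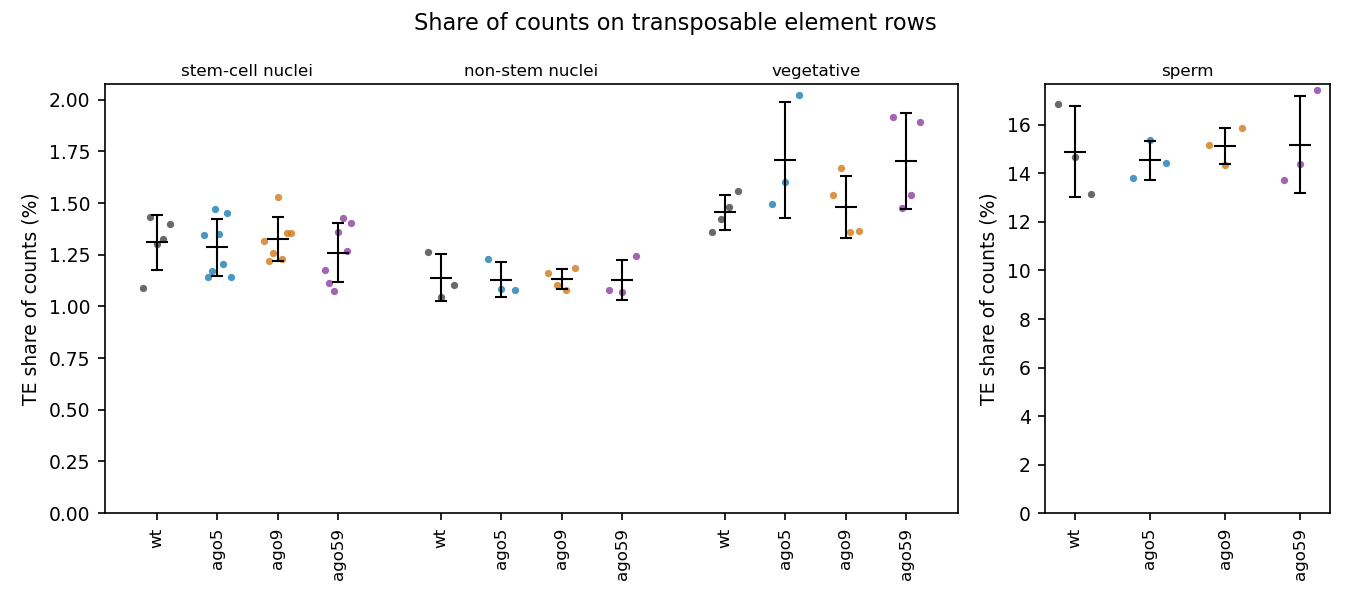
Share of counts on TE rows in percent for each library (points, coloured by genotype), with the mean (bar) and SD (whiskers); sperm has its own axis. Wild-type sperm averages 14.9% and the other wild-type groups 1.14% to 1.46%.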

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

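The tests in this part were chosen only after the results they bear on were seen, apart from the test of sperm RNA in vegetative libraries and the splits of the samples. A gap test asked whether the highest or lowest library of a group stood apart from the rest, over 8 measures in 8 groups. Of 64 gap tests, 5 passed the critical value, where chance gives 3.2, so single findings of this kind carry little weight.

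Wild-type vegetative replicate 1 had 20538 features with a count, where the next library had 15758. A deeper library would explain this, but replicate 1 held 8.94 M counts and the largest of the other 3 held 9.03 M. Genomic DNA that reached all features alike would give TE rows in the proportion of the unseen features. TE rows were 43.3% of the features seen only in replicate 1 and 71.5% of the features seen in none of the 4 libraries. Counts from genomic DNA would also depend on feature length, which was not weighed, so genomic DNA is not excluded. The 5483 features seen only in replicate 1 had a mean count of 1.63 and took 0.0998% of its counts. Sperm replicate 1 of the wild type and of ago59 also had many features (20582 and 21465). Replicate 1 had the most features in ago9 and ago59 vegetative nuclei too (18294 and 17779). It did not in ago5 sperm (15649), ago9 sperm (17247) or ago5 vegetative nuclei (15760). The source of the low counts in wild-type vegetative replicate 1 remains open, and the design gives no biological explanation to test.

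In ago5 stem-cell nuclei replicate 6 stood apart with mCherry at 65.1 CPM (next library 36.1) and AGO5 at 35.1 CPM (next 17.3). A larger share of stem-cell nuclei in that library would raise CLV3 as well. CLV3 stood at 28.1 CPM, rank 2 of the 8 libraries, above the group mean of 18.9 CPM and below the highest at 40.2 CPM. It was thus raised without being the highest, and a larger share of stem-cell nuclei remains a candidate explanation. Since AGO5 counts in ago5 stem-cell nuclei were not lower than in the wild type beyond the spread between libraries, the genotype label of this library cannot be judged from AGO5.

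In ago9 stem-cell nuclei replicate 8 had AGO9 at 42.6 CPM, where the next library had 17.4. A mislabelled wild-type library would have RBCS1A near the wild-type range of 20771 to 23759 CPM. RBCS1A in replicate 8 was 10882 CPM, inside the range of 9921 to 12356 of the other ago9 libraries. A wild-type library is therefore unlikely. An ago5 library was not excluded by this test, since RBCS1A was also low in ago5.

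In ago9 non-stem nuclei replicate 4 had AGO5 at 5.08 CPM, where the other 3 libraries had none. Stem-cell nuclei in that library would bring mCherry counts, and it had 0 mCherry counts. With 14 AGO5 counts and so few nuclei per library, a small admixture could stay below detection, so the test speaks only against a large one.

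The mCherry reporter was not part of any comparison. In stem-cell nuclei it averaged 15.8 ± 9.87 CPM (SD, n = 5) in the wild type and 27.6 ± 16.8 (SD, n = 8) in ago5. The average was 23.0 ± 10.0 (SD, n = 7) in ago9 and 35.8 ± 18.1 (SD, n = 7) in ago59. Mean CLV3 in the same order was 19.4, 18.9, 23.3 and 29.7 CPM. A difference in the share of stem-cell nuclei between genotypes was not tested. Outside the stem-cell group 3 libraries had more than 3 mCherry counts. Non-stem replicates 1 and 3 of ago59 had 4 and 18 counts. Stem-cell nuclei in these libraries may be the source: replicate 3 also had 4 CLV3 counts, while the wild-type non-stem libraries had none. Replicate 1 had 0 CLV3 counts but 35 AGO5 counts. Sperm replicate 2 of ago59 had 4 mCherry counts. If reads of seedling libraries had been counted there, the ratio in stem-cell libraries (455.4 RBCS1A counts per mCherry count) would bring 1822 RBCS1A counts, and the library had 8. Reads from stem-cell libraries are thus unlikely to be the source, and no biological explanation was tested.

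The ago59 effect differed between sperm and vegetative nuclei in 9 features by a test of the difference itself, with log2 differences of 1.14 to 4.75. Named after their values were seen, they include SCAMP5, RAD52-1, HSP70, AT3G13440, AT3G18950 and AT3G60760, and 3 are TE rows. Of the 9, 7 were called higher in wild-type sperm than in wild-type vegetative nuclei and 8 were lower in ago59 than in wild-type vegetative nuclei. Sperm RNA in the wild-type vegetative libraries would give this picture, but the summed CPM of the listed sperm genes did not differ between wild-type and ago59 vegetative nuclei (35.6 ± 8.41 and 34.0 ± 2.88, SD, n = 4 each; exact permutation p 0.743). The calls depend on the scaling between libraries, since RLE size factors called 0 of the features (with TMM 1057 features had an unadjusted p under 0.05). RLE moved the median log2 difference of all features only from 0.12 to 0.047, less than the smallest of the 9 differences, so a uniform shift of that size does not account for their size. Of the 64 splits of the samples that part as many same-numbered pairs, 4 gave as many features as the real one. Labels were exchanged within each cell type separately, so some of these splits keep an ago59 effect in the contrast. Such splits are not free of genotype effects, and their count cannot show whether the 9 features exceed chance.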

How the results depend on the processing

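Averaging the stem-cell contrast over genotypes and leaving out the most abundant TE rows were the tests chosen only after the results were seen. Of 113 recomputed feature counts 70 stayed within a factor of 1.5 of the reported count and 43 moved, over 16 results. Of 564 recomputed changes of named genes 534 kept direction and side of the threshold, 13 became weaker, 13 stronger and 4 reversed. For the changes listed below the cause was not tested.

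Without the low-count filter the counts were 155 for wild-type stem-cell against non-stem nuclei, 469 for ago5 in stem-cell nuclei, 149, 145 and 352 for ago5, ago9 and ago59 in non-stem nuclei, 64 and 95 for ago5 and ago59 in sperm, 154, 84 and 427 for ago5, ago9 and ago59 in vegetative nuclei, and 30 and 79 for the seedling and pollen differences in the ago59 effect. With the DESeq2 Wald test they were 218 for the wild-type seedling comparison, 515, 316 and 851 for ago5, ago9 and ago59 in stem-cell nuclei, 268, 237 and 549 in non-stem nuclei, 6, 616 and 24 in sperm, 33, 27 and 492 in vegetative nuclei, and 9 and 20 for the differences in the ago59 effect. None of the 33 features in ago5 vegetative nuclei was the 1 reported, since independent filtering left 6612 features without an adjusted p. The 6 named changes weaker under DESeq2 had no adjusted p for that reason.

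Robust quasi-likelihood gave 80 features for ago9 in non-stem nuclei and 231 for ago59 in vegetative nuclei. Fitting only the groups compared gave 160 for ago5 in stem-cell nuclei, 73 for ago9 in non-stem nuclei, 5 for ago5 in sperm and 2 for ago5 in vegetative nuclei. RLE size factors gave 56 for ago59 in vegetative nuclei and 0 for the pollen difference in the ago59 effect, where the fit of all pollen groups gave 1. Averaging over genotypes gave 1439 for stem-cell against non-stem nuclei, including 28 of the 31. Under this setting AGO1 (edgeR adjusted p 0.0275), AGO4 (7.65e-07), AGO6 (0.0437), AGO7 (0.0150) and KNAT1 (1.61e-05) were called higher in stem-cell nuclei. AT1G64140 went to -2.71 on the log2 scale and its call was lost (edgeR adjusted p 0.0775).

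Same-numbered libraries had mean correlations within 0.1 of 0, apart from those given in the report, so the numbers do not mark pairs in most groups. With the replicate number as a block the counts were 95 (62 higher, 33 lower) for the wild-type seedling comparison, 46 for ago5 in non-stem nuclei, 519 for ago9 in sperm, 40 for ago59 in vegetative nuclei, and 2 and 4 for the differences in the ago59 effect. The calls of AGO9 in ago9 and ago59 stem-cell nuclei were not made with the block. The block reversed the small change of AGO5 in ago9 stem-cell nuclei to -0.075 and of AGO9 in ago5 vegetative nuclei to -0.22. The latter was also reversed with RLE size factors (-0.0024) and without the filter (-0.025).

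Leaving out single libraries gave from 9 to 29 features for the wild-type seedling comparison, from 69 to 111 for ago9 in stem-cell nuclei, from 30 to 42 and from 18 to 28 for ago5 and ago9 in non-stem nuclei, from 1 to 4 and from 14 to 180 for ago5 and ago9 in sperm, from 1 to 8, from 2 to 7 and from 2 to 97 for ago5, ago9 and ago59 in vegetative nuclei, and from 0 to 2 and from 0 to 16 for the differences in the ago59 effect. In wild-type stem-cell nuclei the log2 difference ranged from -1.57 to -1.36 for LTI78 (call lost in 3 of 8 fits), from 8.73 to 9.42 for CLV3 (lost in 5) and from 2.78 to 3.42 for STM (lost in 2). AGO5 ranged from 5.84 to 8.41 (gained in 1), AGO6 from -0.20 to 1.01, AGO7 from -0.30 to 2.03 and AGO10 from -0.15 to 0.60. The change of AGO9 in ago9 stem-cell nuclei ranged from -3.84 to -2.79 (lost in 1 of 12 fits). Signs changed for AGO5 in ago5 and ago9 stem-cell nuclei (from -0.89 to 0.10 and from -0.17 to 0.67), AGO9 in ago5 stem-cell, sperm and vegetative nuclei (from -0.17 to 0.29, from -0.031 to 0.17 and from -0.72 to 0.34) and AGO5 in ago9 vegetative nuclei (from -0.33 to 0.24).

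No alternative gave a TE share difference past the threshold. Of 48 recomputed differences 38 kept their sign. Without organelle and ribosomal RNA genes in the denominator ago9 in stem-cell nuclei went to -0.0289 points and ago59 in non-stem nuclei to 0.0115. With TE rows of at least 10 counts on average ago5 in stem-cell nuclei went to 0.00692 and ago5, ago9 and ago59 in non-stem nuclei to 0.0376, 0.0423 and 0.0369. Without the 5 most abundant rows ago59 in non-stem nuclei went to 0.0298 and ago5 and ago9 in sperm to 0.00571 and -0.0856. As differences within pairs, the block gave 0.00908 for ago59 in stem-cell nuclei. Leaving out single libraries gave differences from -0.0795 to 0.00646 and from -0.0407 to 0.0453 for ago5 and ago9 in stem-cell nuclei, from -0.0587 to 0.0533, from -0.0521 to 0.0569 and from -0.0649 to 0.0538 for ago5, ago9 and ago59 in non-stem nuclei, from -1.22 to 0.647, from -0.636 to 1.23 and from -0.829 to 1.29 in sperm, and from -0.0350 to 0.0682 for ago9 in vegetative nuclei. The depth of the seedling libraries, as low as 1411187 counts, limits what can be said of low features there.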

Other observations

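The tests of the single mutants against each other, of AT1G73510 in pollen, of the AGO5 interval, of ago59 against ago9 sperm and of the neighbours of AGO5 and AGO9 were chosen only after the results were seen.

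The 84 features changed the same way in all 3 seedling mutants can be read as a shared effect of losing either protein, or as wild-type seedling libraries that stand apart from all mutant libraries for another reason. Under the second reading few features would differ between the single mutants: 4 of 18633 features were called between ago5 and ago9 stem-cell nuclei, with 915 at an unadjusted p under 0.05. This test does not separate it from a shared effect of losing either protein. A difference in clock time at harvest may contribute. Of 12 listed clock genes 11 were tested, and their median absolute log2 change averaged over the mutants was 0.63, above 0.31 in random lists and at the 98.97 percentile of 10000 lists matched on mean expression in 50 bins. Of the clock genes 2 were called in ago5, 1 in ago9 and 4 in ago59. An absolute change ignores direction, so the list test cannot show a common shift in clock time. GI changed by -0.95, -0.14 and -3.06 on the log2 scale in ago5, ago9 and ago59, while PRR5 changed by -1.11, -1.30 and -1.28. Library size did not differ (2.91 ± 1.06 M counts, SD, n = 5, in the wild type and 3.01 ± 1.26, SD, n = 22, in the mutants, exact permutation p 0.991). Without the 10 most abundant features, 83 of the 84 were called in all 3 mutants, and the remaining feature is itself one of the 10. Not all seedling calls follow this picture: 37 stem-cell features were called between ago59 and ago5 and 76 between ago59 and ago9. ACS6, chosen after its values were seen, was lower in all 3 mutants in both seedling populations and also in sperm, where seedling harvest cannot act. It stood there at 64.6 ± 9.47 CPM (SD, n = 3) in the wild type, 47.5 ± 6.88 in ago5, 26.7 ± 3.00 in ago9 and 12.9 ± 0.990 in ago59 (SD, n = 3 each), called in ago9 and ago59 but not in ago5. Apart from ACS6, the feature called in both ago59 stem-cell nuclei and ago59 sperm was AGO9. In ago9, 7 features were called in both stem-cell nuclei and sperm, against 1.47 expected by chance, and 4 of them changed in the same direction. A role of AGO5 and AGO9 in the 84 shared changes as a set is a hypothesis that these tests do not tell apart from harvest time or another difference of the wild-type seedlings.

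One gene outside the naming rule, AT1G73510, was chosen after its values were seen. It was counted at 23.8 to 81.6 CPM in the 8 wild-type seedling libraries and at most 5.28 CPM in the 32 mutant seedling libraries. A sequence difference at the gene carried by the mutant plants of both tissues would lower it in pollen too. The lowest of the 20 mutant pollen libraries had 74.8 CPM, and the 7 wild-type pollen libraries ranged from 71.0 to 111.5 CPM. The TE row AT1TE93275 showed the opposite picture, with at most 1 count in wild-type seedlings and at least 8 counts in mutant seedlings, and at most 5 counts in any pollen library. A difference between the wild-type and mutant seedling stocks may underlie both features, and was not tested for AT1TE93275.

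AGO5 counts in ago5 stem-cell nuclei were examined for a fall hidden by the spread. The 95% interval of the log2 change ran from -1.79 to 0.94, which excludes the fall of -4.21 seen in sperm. A hypothesis is that the ago5 allele lowers AGO5 RNA less in stem-cell nuclei than in sperm, where the libraries also differ in protocol. The difference between the tissues was not tested.

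More features were called in ago9 sperm than in ago59 sperm, although AGO9 counts were reduced in both. The same features lying near the threshold in both mutants is not the reason, since 613 features were called between ago59 and ago9 sperm, and over the ago9 calls the median ratio of the ago59 to the ago9 change was 0.0904. Vegetative RNA in the ago9 sperm libraries may explain the excess. The 6 listed vegetative genes were all higher in ago9 sperm, with a median log2 change of 0.50 at the 99.47 percentile of random lists, against 25.5 in ago5 and 2.84 in ago59. None of the 6 was called in ago9 sperm by itself. Of the features called higher in ago9 sperm, 95.9% were lower in wild-type sperm than in wild-type vegetative nuclei, against 43.4% of the features tested and 11.2% of those called lower (Fisher's exact p 2.42e-58, over features, which are not independent). Both comparisons use the same wild-type sperm libraries, so part of this association may be built in. The ago9 sperm calls as a set thus cannot be told apart from carry-over of vegetative RNA, although AGO9 itself fell by 4.17 on the log2 scale, more than the listed vegetative genes rose. ACS6, chosen after its values were seen, fell from 64.6 ± 9.47 to 26.7 ± 3.00 CPM (SD, n = 3 each). The summed listed sperm genes fell less in proportion, from 2127 ± 63.8 to 1776 ± 92.9 CPM (SD, n = 3 each). Dilution by vegetative RNA alone would thus not give the fall of ACS6, which is a single gene.

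A chromosome segment of another line around AGO5 or AGO9 could leave calls near the mutated gene. Over 16 tests of the 200 annotated genes on each side, the smallest adjusted p was 0.409. This was for ago5 in stem-cell nuclei, with 7 of 211 tested neighbours called against 241 of 17731 genes in all (Fisher's exact p 0.0255 before adjustment). In ago5 and ago59 sperm and in ago5 and ago9 vegetative nuclei at most 5 genes were called, so those tests could show little. Of the 5 genes called in ago59 sperm 1 was near AGO9 (Fisher's exact p 0.0640 before adjustment), and a segment is not excluded.

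Other splits of the samples into groups of the same sizes were fitted, counting only splits that part as many same-numbered pairs as the real one. In stem-cell nuclei 1 of 80 splits gave as many features for ago5, 1 of 32 for ago9 and 1 of 64 for ago59, the real split in each case. Under that rule the other comparisons between groups have too few splits for a share under 0.05, unlike the differences in the ago59 effect between cell types. For some of them the rule and not the group sizes sets this limit, and splits outside it were not fitted. The real split alone gave as many features in 1 of 16 splits for wild-type stem-cell against non-stem nuclei and 1 of 8 for wild-type sperm against vegetative nuclei. The same held in non-stem nuclei for 1 of 4 splits in ago5, 1 of 8 in ago9 and 1 of 4 in ago59, and in sperm for 1 of 4 in each mutant. In vegetative nuclei it was 2 of 8 for ago5, 1 of 8 for ago9 and 1 of 8 for ago59. For the ago59 difference between stem-cell and non-stem nuclei all 100 splits drawn of 512 gave at least its 0 features, which holds by definition. The real split had 869 features with an unadjusted p under 0.05, and 42 of the 100 splits gave as many. These splits exchange labels within each cell type separately and can keep an ago59 effect in the contrast, so that share does not measure chance.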
